A study of Mus musculus with 12 samples. Its data were reported in "Generation of developmentally competent oocytes and fertile mice from parthenogenetic embryonic stem cells" (2021).

How the data were processed

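DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in 12 mouse libraries that fall into 6 groups of 2. RRBS cuts genomic DNA with the enzyme MspI, which enriches fragments rich in CpG sites, and bisulfite treatment then turns unmethylated cytosines into uracil, so that a cytosine read as C was methylated. The groups were female embryonic stem cells (ESCs), parthenogenetic embryonic stem cells (pESCs, derived from activated oocytes without a father), primordial germ cells (PGCs, the precursors of eggs and sperm) taken, according to the study, from female embryos at embryonic day 9.5 (E9.5) and 12.5 (E12.5), and primordial germ cell-like cells (PGCLCs) induced in culture from ESCs or from pESCs. Groups and replicate numbers were taken from the sample titles.

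Each deposited file gave, for one library, the methylation level of annotated features as a fraction between 0 and 1, which the authors obtained as methylated CG calls over all CG calls of the feature. According to the study's methods, the authors aligned the bisulfite reads with Bismark and bowtie2, kept unique best alignments, treated identical reads lying at the same place as duplicates and corrected levels for the non-conversion rate. The authors' coverage minimum, their promoter definition and the genome build of the RRBS alignment were not stated. The features belonged to 8 overlapping classes, namely CpG islands, island shores, promoters, 5' untranslated regions (UTRs), exons, introns, 3' UTRs and repeat elements. Gene parts carried 1 value per gene, and repeats were pooled by element name and carried no position. The study states that methylation counts of imprinted genes are in its supplement, which was not used here. No read counts came with the deposited levels, so the depth behind each value is unknown and no interval or floor was computed. The tests planned for read counts were therefore not used, and the form planned for levels was applied. All levels are printed here as percentages, and differences are in percentage points.

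The build was checked against GRCm38. Of 30073 gene identifiers in the files, 30060 (99.96%) were found in GENCODE M21, whose gene names and gene spans are used below. All 14559 CpG islands lay within the GRCm38 chromosome lengths. The CpG observed to expected ratio exceeded 0.6 in 99.97% of them, and in 2.31% after a shift of the coordinates by 100000 bp. Island starts were counted from 0 in the files and are given here counted from 1, and shore coordinates are given as deposited. The files listed 176831 features in at least 1 library and 133311 in all 12.

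Levels were compared feature by feature with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on log2((level + 0.01) / (1 - level + 0.01)), with Benjamini-Hochberg adjustment over all features tested. A feature was called differentially methylated when its adjusted p was under 0.05 and the group means differed by at least 10 percentage points. Features with a level in every library of a fit were tested. The pESC and ESC comparison used the 4 libraries of those groups, the comparisons among PGCs and PGCLCs shared 1 fit of 8 libraries, and the interaction of cell origin and induction used the 8 libraries of ESCs, pESCs and both kinds of PGCLC. The global level was the mean over the 133311 features common to all libraries, and the X chromosome level the mean over those on the X. The study's list of imprinted genes was extended with genes of known germline imprint control regions, and the mean over the promoters of the study's list was taken as the imprinted gene level. The study calls paternally expressed genes maternally imprinted and maternally expressed genes paternally imprinted. Membership of a class does not always show which parental copy carries the methylation. The intron of Igf2r, listed as paternally imprinted, had 24.11% in ESCs and 56.05% in pESCs. The classes used here do not follow the study's naming for every gene. Grb10, which the study names among maternal genes, is listed here as maternally imprinted. Dlk1, Rasgrf1 and Zdbf2 are listed as paternally imprinted, which does not show which parental copy is expressed. Group means of summary values, such as the global level, were compared with an exact two-sided permutation test (scipy 1.17.1). Its smallest possible p with 2 libraries against 2 is 0.333, so no such comparison can pass 0.05. Replicate values or their standard deviation (SD) and the gap between groups are therefore given beside it. Other values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

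The limma step was tested on simulated levels for 20000 features drawn with the observed means and spread, of which 200 with mean levels between 20% and 80% were shifted. With a shift of 4 on the log2 odds scale it recovered 200 of 200 in the design of the pESC and ESC fit, with 25 false calls, and 198 of 200 in the design of the PGC and PGCLC fit, with 10 false calls. With a shift of 2 it recovered 150 and 187 of 200, with 19 and 6 false calls. Among the unshifted features taken alone, the pESC and ESC design gave 7 and 8 calls and the PGC and PGCLC design 1 and 0. False calls thus made up more than the nominal share in that small design. The simulated noise was independent between features, and the recovery does not carry over to the data. In the real pESC and ESC fit the promoters of Zrsr1 and Commd1 had shifts of 4.60 and 4.01. Neither was called over all features, with limma adjusted p of 0.0796 and 0.0995.

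The groups share replicate numbers in the sample titles, so each fit was repeated with the replicate number as a block, and the correlation of same-numbered deviations across features was computed as a check. The other alternatives were an offset of 0.1, untransformed levels, no minimum difference or one of 25 points, leaving out features at 0 in every library, autosomes only, centring each library on its median, all 12 libraries in 1 fit, medians in place of means, all features of each library, other imprinted gene lists and gene bodies, Spearman correlation, and leaving out each library in turn. A fit without repeats was added after the data had been seen. The genes that may be named were fixed beforehand as the imprinted gene list, with those named by the study first, and for each comparison the 3 called features with the largest rise and the 3 with the largest fall whose replicates did not overlap between groups. Repeat elements among those are only counted here, since they have no position.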

Results

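RRBS methylation levels were available for 12 libraries, with 2 libraries each of ESCs and pESCs, of PGCLCs induced from either, and of PGCs at E9.5 and at E12.5. The number of features with a level ranged from 144375 in ESC-PGCLC replicate 2 to 166476 in pESC replicate 1. The read depth behind these levels is unknown. Replicates had identical values at between 0.117% and 0.256% of the common features. The ESC replicates were the least alike, with a mean difference of 4.62 points and a difference of at least 10 points at 24.6% of features. The corresponding share was 6.78% in pESCs and between 2.99% and 4.05% in the PGC and PGCLC groups.

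Libraries were first compared by the squared Pearson correlation (r²) across the 133311 common features, which are not independent replicates. Within groups r² ranged from 0.920 to 0.982, with the lowest value between the ESC replicates. ESC libraries correlated with pESC libraries at r² from 0.937 to 0.966. Same-numbered ESC and pESC libraries, at 0.965 and 0.966, were more alike than the ESC replicates were. Between libraries of different groups among the 4 PGC and PGCLC groups, r² ranged from 0.918 to 0.972 over 24 pairs. ESC and pESC libraries correlated less with PGC and PGCLC libraries, at r² from 0.684 to 0.843 over 32 pairs. ESC-PGCLCs had a mean r² of 0.948 with E9.5 PGCs, 0.926 with E12.5 PGCs and 0.788 with ESCs. pESC-PGCLCs had a mean r² of 0.947 with E9.5 PGCs, 0.942 with E12.5 PGCs and 0.826 with pESCs. Spearman correlation moved these values most, and gave a mean r² of 0.913 in place of 0.943 among the PGC and PGCLC groups.

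Whether the absence of a paternal genome changes methylation was addressed by comparing pESCs with ESCs. The global level was 23.6% ± 3.27 (SD, n = 2) in ESCs and 23.6% ± 0.607 (SD, n = 2) in pESCs. The ESC replicates, at 25.9% and 21.3%, enclosed both pESC replicates, at 24.0% and 23.1%, and the exact permutation test gave p = 1.0 (two-sided, n = 2). Leaving out an ESC library moved the difference most, to 2.31 points without replicate 1 and -2.31 points without replicate 2, and the median over features gave 0.978 points. Levels were lowest at CpG islands, with 3.59% ± 0.240 in ESCs and 3.59% ± 0.233 in pESCs, and highest at repeats, with 46.5% ± 6.03 and 46.0% ± 1.33 (SD, n = 2). In each of the 8 feature classes the replicates of ESCs and pESCs overlapped. Leaving out an ESC library moved the class differences most. At 3' UTRs the difference was 5.58 points without ESC replicate 1, in place of 0.0612. Without ESC replicate 2 it was negative, with 36.6% in pESCs against 42.1% in ESC replicate 1. On the X chromosome, over 2571 features, the level was 16.3% ± 2.34 in ESCs and 16.3% ± 0.372 in pESCs (SD, n = 2), and on the autosomes it was 15.5% ± 2.29 and 15.6% ± 0.353. The X chromosome difference of -0.0536 points ranged from -1.71 to 1.60 points when single libraries were left out, and was 0.133 points over all features of each library. Same-numbered ESC and pESC libraries deviated together across features (correlation 0.518), with replicate 1 the higher of each pair in the global level. With the replicate number as a block, the global difference was unchanged at -0.0018 points and the SD of the paired differences was 2.66, with 1.97 on the X chromosome.

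**Figure D1:**
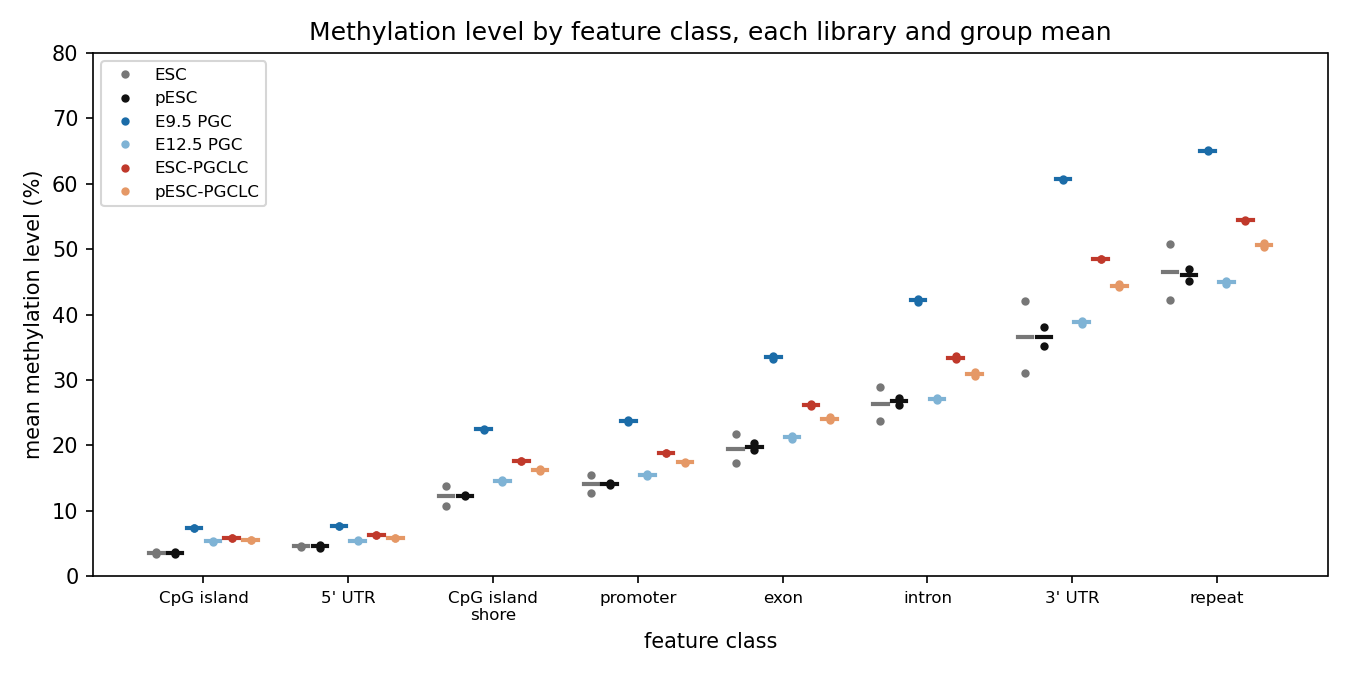
Mean methylation level in percent (vertical axis) for each feature class (horizontal axis), with a point for each library and a bar for the mean of each group of 2. E9.5 PGCs are highest in every class, reaching 65.1% at repeats, and the ESC replicates lie farthest apart at 3' UTRs, with 42.1% and 31.1%.

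By limma with Benjamini-Hochberg adjustment, none of 148012 features was called between pESCs and ESCs, while 2054 had an unadjusted p under 0.05. The smallest adjusted p was 0.0796. With the replicate number as a block the count was also 0, with 4769 features at an unadjusted p under 0.05 and a smallest adjusted p of 0.0529. The alternative that moved this count most was the fit of all 12 libraries, which called 70 features, 69 of them higher in pESCs. Using autosomal features alone gave 37 calls, of which 33 were higher in pESCs.

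Maternally imprinted genes were compared separately, since both genomes of a pESC come from an oocyte. Over the promoters of 15 genes of the study's list with a level in every library, the mean was 9.24% ± 0.118 in ESCs and 25.7% ± 0.0727 in pESCs (SD, n = 2). The difference of 16.5 points was larger than the spread between replicates, and the exact permutation test gave p = 0.333, the smallest it allows. Gene bodies, the alternative that moved this most, gave 10.02 points. Paired by replicate number (correlation of deviations 0.518), the difference was the same with an SD of 0.190. Genes that lie side by side or within one another were counted separately here and below, so promoter counts are not counts of independent regions. Of 21 promoters of maternally imprinted genes tested with limma, 18 were higher in pESCs and 10 were higher by at least 10 points. None was called with adjustment over all features, with 14 at an unadjusted p under 0.05, and 10 were called with adjustment over the list of imprinted genes alone. The replicate block gave 0 and 10 calls. The promoter of Snrpn (chromosome 7, gene span 59982495 to 60140219, minus strand) had a level of 39.6% ± 7.31 in ESCs and 83.0% ± 0.244 in pESCs (SD, n = 2), with a limma adjusted p of 0.000692 over the list and 0.302 over all features. Mest (chromosome 6, 30723547 to 30748465, plus strand) had 6.75% ± 0.0252 and 46.2% ± 2.04 (list adjusted p by limma 0.000135). Sgce (chromosome 6, 4674350 to 4747207, minus strand) had 3.30% ± 0.0802 and 37.4% ± 2.74 (list adjusted p by limma 0.000126). The largest rises among the other genes were at Zrsr1, from 1.78% ± 0.186 to 40.2% ± 0.122, and at Peg10, from 3.38% ± 0.191 to 36.8% ± 3.02. ESC levels were thus near 0 at Sgce, Zrsr1 and Peg10. The ESC mean of 9.24% and the pESC mean of 25.7% both lay below the 43.4% of E9.5 PGCs. Low levels in ESCs, as well as the maternal origin of pESCs, can therefore make the difference, and this comparison does not separate them. The promoters of Grb10, with a difference of 4.67 points, and Igf2, with a difference of -0.445 points, were not called. Impact had no promoter value in any library. Its intron, which was not part of the promoter tests, had 31.5% ± 6.51 in ESCs and 55.4% ± 3.27 in pESCs (SD, n = 2).

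At paternally imprinted genes the mean over 8 promoters was 6.50% ± 1.50 in ESCs and 6.49% ± 0.641 in pESCs (SD, n = 2), with overlapping replicates (exact permutation p = 1.0). The list of germline control regions moved the difference most, from -0.00685 to -5.48 points with 4 genes, and gene bodies turned it to 1.25 points. The SD of the paired differences was 2.14 (correlation of deviations 0.518). None of 10 promoters was called by limma over all features or over the list, and 0 had an unadjusted p under 0.05. With the replicate block none was called either, and H19 alone had an unadjusted p under 0.05, at 0.0392. The ESC means of Cdkn1c, Kcnq1, Rasgrf1, Zdbf2, Ube3a and Dlk1 lay between 1.42% and 3.525%. A fall of 10 points in pESCs was thus impossible at these promoters, which are also among the 8 of the mean. H19 (chromosome 7, 142575529 to 142578143, minus strand) had 61.0% ± 0.941 in ESCs and 46.3% ± 8.98 in pESCs, a change of -14.7 points with a limma adjusted p of 0.129 over the list. Dlk1 and Igf2r differed by 0.0458 and 1.22 points. Slc22a18 had a promoter level in a single library and was not compared.

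**Figure D2:**
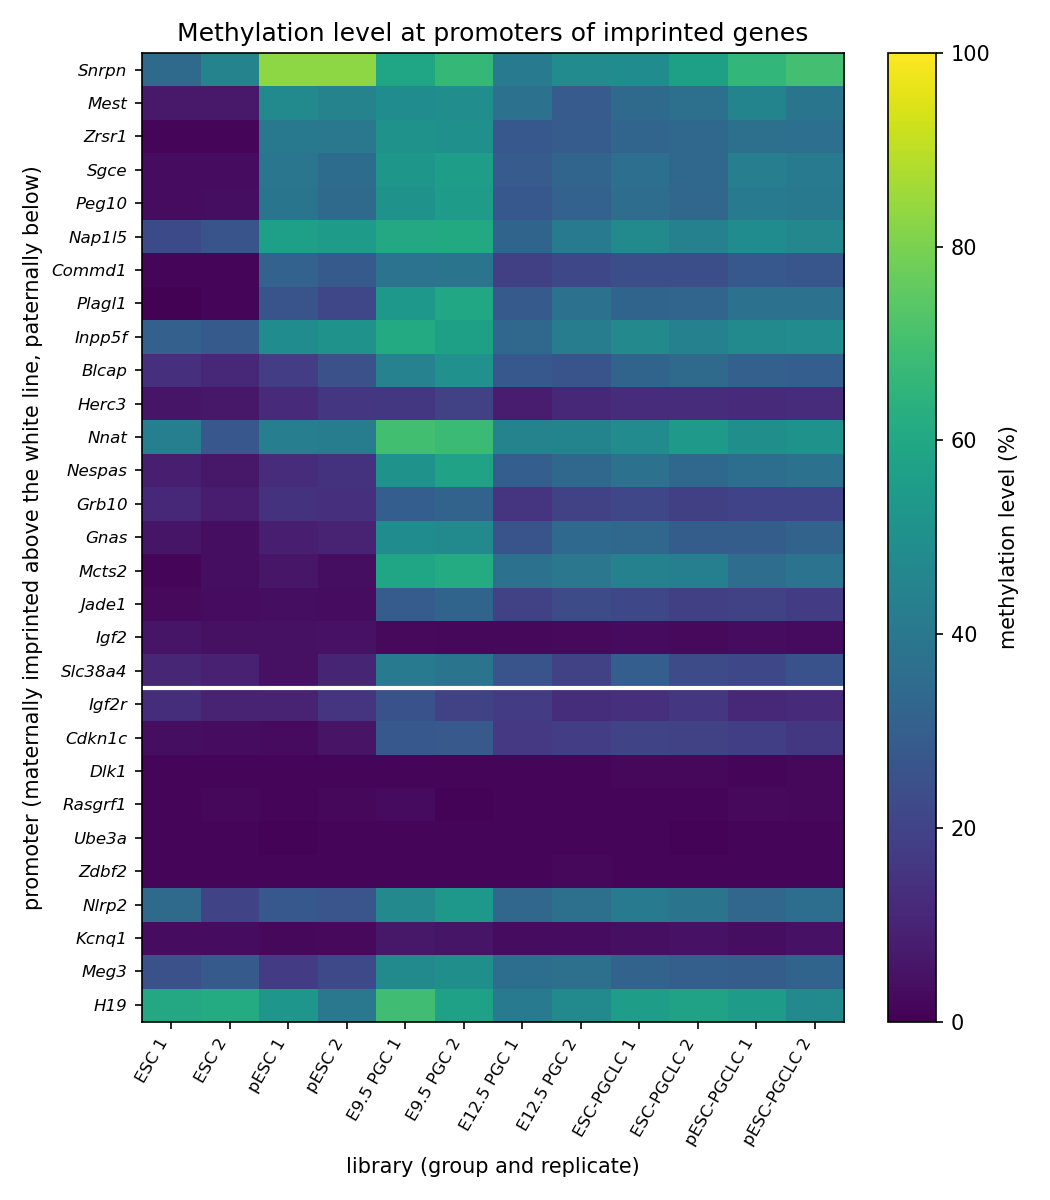
Methylation level in percent (colour scale from 0 to 100) at the promoters of 19 maternally and 10 paternally imprinted genes with a level in all libraries (vertical axis), in each of the 12 libraries (horizontal axis). Commd1, Peg10, Sgce and Zrsr1 are among the lowest in both ESC libraries, and 10 of the 21 promoters tested are at least 10 points higher in pESCs.

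The change during PGC development was addressed by comparing E12.5 with E9.5 PGCs. The global level fell from 36.4% ± 0.167 to 24.3% ± 0.235 (SD, n = 2). The replicates of the groups were separated by 11.8 points, and the exact permutation p was 0.333, the smallest possible. Repeats fell from 65.1% ± 0.114 to 44.9% ± 0.312, 3' UTRs from 60.7% ± 0.0896 to 38.9% ± 0.309, promoters from 23.8% ± 0.145 to 15.5% ± 0.206, and CpG islands from 7.33% ± 0.0116 to 5.31% ± 0.137. Limma called 68050 of 137202 features, 68002 of them lower at E12.5 (adjusted p under 0.05, Benjamini-Hochberg). After each library was centred on its own median, 63589 features were called and 72.8% of them were higher at E12.5 relative to that median, against 0.0705% without centring. Calls covered 84.9% of repeats, 81.5% of 3' UTRs and 6.45% of CpG islands. The X chromosome level fell from 36.0% ± 0.114 to 25.7% ± 0.398 and the autosomal level from 25.98% ± 0.189 to 16.8% ± 0.203 (SD, n = 2). Of the 48 features called higher at E12.5, the 3 with the largest rise were the intron of the predicted gene Gm2897, which is uncertain because reads of similar predicted genes can be shared, the promoter of Parm1 and an island shore beside it. The Parm1 promoter (chromosome 5, gene span 91517615 to 91626894, plus strand) had levels of 2.86% and 7.14% at E9.5 and 42.7% and 40% at E12.5 (limma adjusted p 0.00467). The shore lay on chromosome 5 from 91515612 to 91517612. The 3 largest falls were at repeat elements.

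Maternally imprinted promoters fell from 43.4% ± 1.39 at E9.5 to 26.5% ± 1.87 at E12.5 (SD, n = 2), with exact permutation p = 0.333. By limma, 16 of 19 were called, all lower at E12.5, with adjustment over all features and over the list alone. The Snrpn promoter fell from 62.8% ± 5.12 to 44.9% ± 4.53, Mest from 48.8% ± 0.304 to 33.0% ± 5.97 and Sgce from 54.4% ± 2.21 to 30.5% ± 2.74. Paternally imprinted promoters fell from 14.2% ± 0.147 to 9.69% ± 0.0534, and 4 of 10 were called, all lower. H19 fell from 63.3% ± 8.74 to 44.4% ± 4.80 (limma adjusted p 0.0170 over all features).

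PGCLCs were then set against PGCs from the embryo. The global level was 29.5% ± 0.0789 in ESC-PGCLCs and 27.4% ± 0.269 in pESC-PGCLCs (SD, n = 2). Both lay between E9.5 and E12.5 PGCs, without overlap of replicates (each exact permutation p = 0.333). Against E9.5 PGCs, limma called 40911 features in ESC-PGCLCs, 40680 of them lower, and 55337 in pESC-PGCLCs, 55163 of them lower. Centring on the library median gave 29617 calls with 79.4% higher and 48933 calls with 76.3% higher relative to that median. Without centring the shares were 0.565% and 0.314%. Same-numbered E9.5 PGC and ESC-PGCLC libraries had a correlation of deviations of 0.183, and with the replicate block 40613 features were called between them, while the global difference of -6.84 points had a paired SD of 0.0885. Against E12.5 PGCs, limma called 31238 features in ESC-PGCLCs, 30521 of them higher, and 9740 in pESC-PGCLCs, 9346 of them higher. The share higher was 97.7% and 95.9%, and after centring it was 77.0% of 8188 and 67.1% of 1136 calls. The fit of all 12 libraries called 619 features between pESC-PGCLCs and E12.5 PGCs. Among features chosen by the size of their change, the Cyp2c38 promoter (chromosome 19, gene span 39389556 to 39463075, minus strand) had the largest rise over E9.5 PGCs in both kinds of PGCLC, from 0% and 10% to 66.7% and 61.1% in ESC-PGCLCs (limma adjusted p 0.0420) and to 75.4% and 61.3% in pESC-PGCLCs (limma adjusted p 0.0295).

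At the X chromosome, ESC-PGCLCs had 29.0% ± 0.203 and pESC-PGCLCs 26.8% ± 0.144 (SD, n = 2), between the values of E9.5 and E12.5 PGCs. These means were 3.33 and 1.18 points above E12.5 PGCs, but the medians over features were lower by -0.297 and -1.27 points. X-linked CpG islands, 348 in number, had 4.02% ± 0.444 in ESCs, 3.87% ± 0.142 in pESCs, 22.6% ± 0.0586 in E9.5 PGCs, 16.9% ± 0.433 in E12.5 PGCs, 17.3% ± 0.307 in ESC-PGCLCs and 16.1% ± 0.0792 in pESC-PGCLCs. ESC-PGCLC and E12.5 PGC replicates overlapped there (exact permutation p = 0.667, n = 2). Autosomal islands, 13361 in number, ranged from 3.56% ± 0.237 in pESCs to 6.91% ± 0.0134 in E9.5 PGCs.

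**Figure D3:**
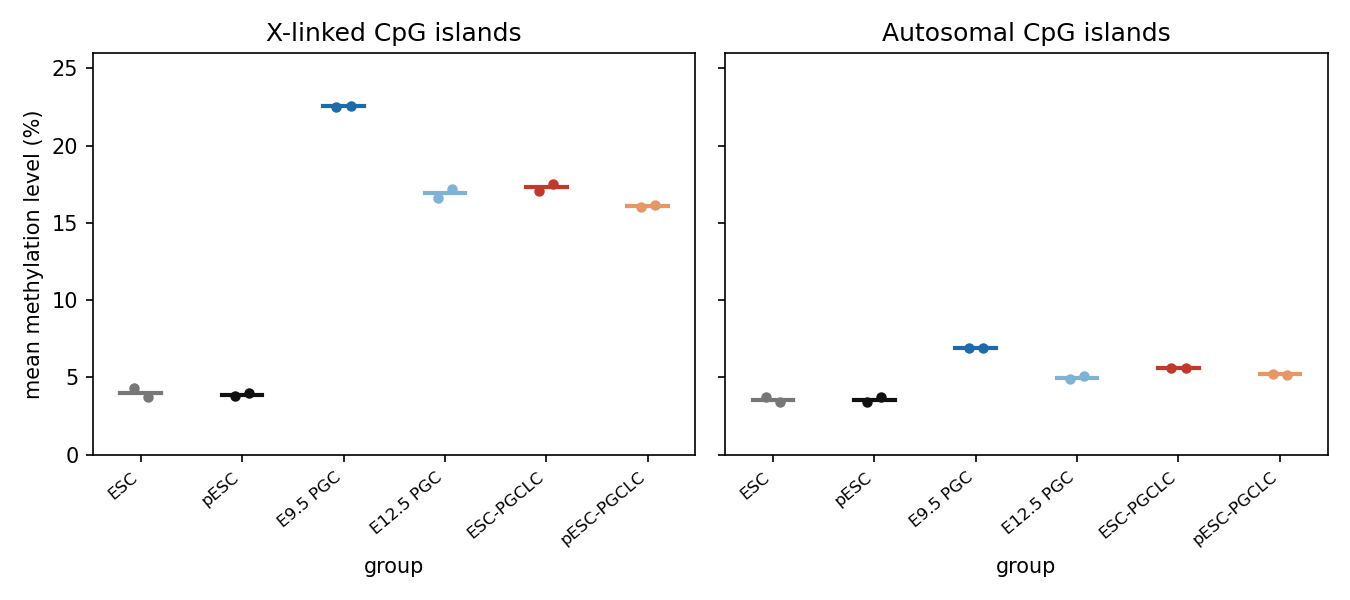
Mean methylation level in percent (vertical axis) of X-linked and autosomal CpG islands in each group (horizontal axis), with a point for each library and a bar for the group mean. X-linked islands have means of 4.02% in ESCs and 3.87% in pESCs, and levels between 16.0% and 22.6% in every PGC and PGCLC library.

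Maternally imprinted promoters had a mean of 30.02% ± 0.640 in ESC-PGCLCs and 32.1% ± 0.0151 in pESC-PGCLCs (SD, n = 2), lower than in E9.5 PGCs by 11.9 and 10.3 points between the nearest replicates and higher than in E12.5 PGCs by 1.71 and 4.18 points. Limma called 16 of 19 such promoters between ESC-PGCLCs and E9.5 PGCs and 15 between pESC-PGCLCs and E9.5 PGCs, all lower in PGCLCs. The replicate block gave 17 calls in ESC-PGCLCs against E9.5 PGCs (correlation of deviations 0.183). Against E12.5 PGCs the counts were 0 and 3, with 6 and 9 at an unadjusted p under 0.05. Paternally imprinted promoters had 10.7% ± 0.0447 in ESC-PGCLCs and 9.42% ± 0.266 in pESC-PGCLCs. The latter was below E12.5 PGCs by 0.0374 points between the nearest replicates, and above them with the germline list, gene bodies or the median over genes.

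The effect of the cell of origin on PGCLCs was addressed by comparing pESC-PGCLCs with ESC-PGCLCs. The global level was lower in pESC-PGCLCs, by 1.90 points between the nearest replicates (exact permutation p = 0.333, n = 2). Limma called 130 of 137202 features, 61 higher and 69 lower in pESC-PGCLCs, with 26558 at an unadjusted p under 0.05. Untransformed levels gave 1771 calls, 1590 of them lower. Centring gave 103 calls with 72.8% higher, against 46.9%. None of the maternally imprinted promoters was called, with 4 of 19 at an unadjusted p under 0.05, and none of 10 paternally imprinted promoters was called, with 0 at that level. The difference of the maternally imprinted mean was 2.03 points, and -1.12 points for gene bodies and -1.17 for the median over genes. Among the features with the largest changes, the intron of Scgn (chromosome 13, gene span 23953456 to 23991214, minus strand) was listed at 0% in both ESC-PGCLC libraries and had 53.7% and 52.1% in pESC-PGCLCs (limma adjusted p 0.00185). The intron of Aifm1 (chromosome X, 48474944 to 48513563, minus strand) had 2.47% and 4.76% in ESC-PGCLCs and 56.8% and 58.6% in pESC-PGCLCs (limma adjusted p 0.0104). The promoter of Psd3 (chromosome 8, 67689082 to 68212027, minus strand) had 55.7% and 57.0% in ESC-PGCLCs and 18.2% and 19.2% in pESC-PGCLCs (limma adjusted p 0.0447). The remaining 3 features of that selection were repeats.

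Against their own stem cells, PGCLCs had higher global levels, by 5.95 points in the ESC origin and 3.80 points in the pESC origin. The exact permutation p was 0.333 for each (n = 2). Medians over features gave 12.5 and 9.77 points. In the ESC origin the difference was 8.26 points without ESC replicate 1 and 3.64 points without ESC replicate 2. The maternally imprinted mean was 20.8 points higher in ESC-PGCLCs than in ESCs and 6.33 points higher in pESC-PGCLCs than in pESCs. Whether induction changed methylation differently in the 2 origins was tested by the interaction term of limma, which called 50 of 136848 features, 25 in each direction, with 4053 at an unadjusted p under 0.05. With the replicate block, where the check value of the ESC and pESC pairing was 0.518, 36 features were called, of which 35 were among the 50. An offset of 0.1 gave 10 calls, none of them positive. At imprinted genes, 5 of 19 maternally imprinted promoters were called over all features and 10 over the list, all negative, and the replicate block gave 3 and 9. None of 10 paternally imprinted promoters was called, with 0 at an unadjusted p under 0.05.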

Values the study reported

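The study reported R2 > 0.90 for methylation patterns compared among both kinds of PGCLC and PGCs of both stages.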

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

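Of the tests in this part, all were chosen only after the results they bear on had been seen, and for the weights and the share kept the values themselves were known when the tolerance was set.

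The change on induction differed between cell origins. The interaction term passed the threshold at 50 features, among them 5 promoters of maternally imprinted genes. These are not 5 independent regions. On chromosome 6, Sgce ends at 4747207 and Peg10 starts at 4747306. On chromosome 11, Zrsr1 (22972005 to 22976496) lies within Commd1 (22896136 to 22982382). The change in the pESC origin minus the change in the ESC origin was -34.9 percentage points at Zrsr1, -33.1 at Mest, -27.4 at Sgce, -26.6 at Peg10 and -25.1 at Commd1. The limma adjusted p over all features was 0.00721, 0.0488, 0.0266, 0.0279 and 0.0173 in that order. With the replicate number as a block (correlation of ESC and pESC deviations 0.518) it was 0.0241, 0.099, 0.0482, 0.0551 and 0.0427, so Mest and Peg10 did not pass in that fit. In addition, both libraries of one origin moved one way and both of the other moved the opposite way at Zrsr1, Commd1, Snrpn (-27.9), Nap1l5 (-29.6) and Inpp5f (-18.3). For Snrpn, Nap1l5 and Inpp5f the interaction did not pass over all features and did over the imprinted gene list, with adjusted p of 0.00651, 0.00151 and 0.0142.

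One reading of this pattern is that imprints were being erased in PGCLCs. In the ESC origin, 18 of 19 maternally imprinted promoters were higher in both ESC-PGCLC libraries than in both ESC libraries, which erasure alone would not give. The epiblast-like cells passed through during induction were not measured, so a gain at that step followed by erasure could give the same pattern and these libraries do not decide. A technical reading is that both kinds of PGCLC library may contain DNA of another origin with ordinary imprints. The share of the pESC minus ESC difference that was kept in PGCLCs was 0.174. Means over the study's promoters gave a smaller share, with 2.03 points between the PGCLC groups against 16.5 between pESCs and ESCs. A mixture with an E9.5 PGC component would keep 0.271 with the weights of X-linked islands and 0.336 with those of autosomal islands. It would keep 0.347 with the weights of the promoters themselves and 0.418 with those of repeats. The value of 0.271 lies within the tolerance of 0.1 of 0.174 and the others do not. The tolerance was set with the share and the weights known, and the result may depend on how the share is taken. These values thus neither show nor exclude a mixture. Genes of chromosome Y, described below, bear on the same reading. Of these, 7 were listed in both pESC-PGCLC libraries and in no pESC library. The amount of such DNA is unknown, so whether it made the pattern at these promoters is open. A gain of methylation during culture alone would not give the falls in the pESC origin at the 5 promoters that moved in opposite directions. These were chosen for that movement, and 6 of 19 maternally imprinted promoters were lower in both pESC-PGCLC libraries than in both pESC libraries. The level fell from 83.0% to 68.1% at Snrpn and from 55.6% to 47.5% at Nap1l5. Smaller falls were seen at Zrsr1 (40.2% to 36.8%), Commd1 (29.86% to 27.13%) and Inpp5f (49.85% to 47.79%). The argument thus rests mainly on Snrpn and Nap1l5.

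A second result came from data that the comparisons above do not use. Of a list of 10 male-specific genes on chromosome Y, 8 were listed with a level in every PGC and PGCLC library, including both pESC-PGCLC libraries, whose source cells have no father. The ESCs were a female line and, according to the study, the PGCs came from female embryos. Y genes are thus unexpected in every one of these libraries. The 8 genes were Ddx3y, Eif2s3y, Kdm5d, Uba1y, Usp9y, Uty, Zfy1 and Zfy2. In the ESC and pESC libraries Zfy1 alone was listed, so 7 genes separated the groups. The files give levels without read numbers, so the amount of such DNA is unknown. The libraries with these genes are also those that correlated with each other at r² from 0.918 to 0.972 between groups. Their r² with ESC and pESC libraries was from 0.684 to 0.843. Whether DNA of another source adds to that likeness, or to the global and X chromosome levels of PGCLCs, is open.

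A larger number of measured features is not a candidate explanation, since PGC and PGCLC libraries held 0.959 times as many features as ESC and pESC libraries by the ratio of medians. Reads from X-linked copies of the Y genes would appear in all libraries, and 0 of 6 Y genes with such a copy, Zfy1 and Zfy2 aside, were listed in an ESC or pESC library. That count is part of the observation itself, and what it leaves open is whether the copies were measured there, which all 6 were. Zfx, the X-linked copy of Zfy1 and Zfy2, was also measured in them. Such reads are therefore an unlikely source for the 7 genes that separate the groups, but they may account for Zfy1, which was listed in all 12 libraries. Chromosome Y was not left out when the ESC and pESC libraries were processed, since at least 4 of its features were listed in each. DNA from male cells in the libraries is another candidate explanation, but the lower count of 8 genes in a pESC-PGCLC library is the observation itself and no independent test of it was made. A single mislabelled sample would not place the same 8 genes in every one of these libraries, and male cells present when PGCLCs were collected would not place them in the PGC libraries. The level of the Zfy2 intron was 72.4% and 74.2% in E9.5 PGCs, 50.9% and 52.4% in E12.5 PGCs and from 60.6% to 67.9% in PGCLCs, which carry-over from a single library would not be likely to give. The source of the Y genes was not tested further.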

How the results depend on the processing

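Every alternative but the fit without repeats was chosen before the data were examined. The coverage minimums, the models of read counts and the summed counts were not run, because no counts were given, and the promoter of 1 kb was not run, because the classes are those of the authors. Over all comparisons and settings, the counts of called features were classed as the same in 41 cases, moved in 29 and reversed in 10. Some of these cases had no direction to keep. The main count between pESCs and ESCs was 0, and the interaction had 25 calls in each direction. The depth is unknown, so its effect on any result could not be examined.

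Between pESCs and ESCs, where the count was 0 with 2054 features at an unadjusted p under 0.05, autosomes only gave 37 calls, leaving out repeats 36 and all 12 libraries in 1 fit 70. A count of 0 remained with the replicate block, untransformed levels, an offset of 0.1 and centring.

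Autosomes only, which also leaves out repeats, gave 35385 calls for E12.5 against E9.5 PGCs, 24784 and 30931 for ESC-PGCLCs and pESC-PGCLCs against E9.5 PGCs, and 15765 and 4622 against E12.5 PGCs, where the main counts were 68050, 40911, 55337, 31238 and 9740. Leaving out repeats gave 36348, 25365, 31849, 16211 and 4640 in the same order. Fewer features were tested in both, 97291 and 100000 in place of 137202. A minimum difference of 25 points gave 23130, 2838, 7871, 2361 and 499. Without a minimum difference, 48779 and 18131 features were called for the PGCLC groups against E12.5 PGCs. All 12 libraries in 1 fit gave 13297 and 619 there.

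Centring on the library median reversed the main direction of the calls against E9.5 PGCs, with 63589 calls for E12.5 PGCs (72.8% higher in place of 0.0705%), 29617 for ESC-PGCLCs (79.4% in place of 0.565%) and 48933 for pESC-PGCLCs (76.3% in place of 0.314%). It removes the shift of each library's median, so a feature whose level did not change counts as higher where the median fell. From E9.5 to E12.5 PGCs the median over the common features changed by -15.04 points and the median over CpG islands by -0.0524. The reversal therefore does not speak against the falls in level. How much of the difference between these groups the shift makes up was not tested. Against E12.5 PGCs centring left 8188 calls for ESC-PGCLCs (77.0% higher in place of 97.7%) and 1136 for pESC-PGCLCs (67.1% in place of 95.9%).

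For pESC-PGCLCs against ESC-PGCLCs the 130 calls were 46.9% higher. An offset of 0.1 gave 1337 calls (12.5% higher) and untransformed levels 1771 (10.2%). The majority turned to higher with the replicate block (38 calls, 35 of them among the 130), autosomes only (73), centring (103, 72.8%), leaving out repeats (67), no minimum difference (149), a minimum of 25 points (48) and all 12 libraries in 1 fit (85). Of the 130 calls, repeats had 14 higher and 36 lower and all other classes together 47 higher and 33 lower, so leaving repeats out turns the majority, as autosomes only also does. For the other settings the cause was not tested, and no direction is claimed for this comparison. The interaction gave 50 calls, and 10 with an offset of 0.1, 15 with untransformed levels and 82 with all 12 libraries in 1 fit.

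Several reversed levels had no overlap of replicates in the main setting, among them the X chromosome difference of 3.33 points between ESC-PGCLCs and E12.5 PGCs and of 1.18 points for pESC-PGCLCs, the maternally imprinted difference of 2.03 points between the PGCLC groups and their difference of -1.44 points over all promoters. The pESC and ESC differences that reversed had overlapping replicates. The global pESC minus ESC difference was 0.978 points for the median over features and 0.222 over all features of each library. The X chromosome difference of these groups was 0.0231 and 0.133. X chromosome medians reversed for ESC-PGCLCs (-0.297) and pESC-PGCLCs (-1.27) against E12.5 PGCs. The maternally imprinted difference of the PGCLC groups was -1.12 for gene bodies and -1.17 for the median over genes. The paternally imprinted difference was 1.25 between pESCs and ESCs for gene bodies. Between pESC-PGCLCs and E12.5 PGCs it was 0.585 for the germline list, 1.53 for gene bodies and 0.723 for the median, and between the PGCLC groups it was 0.00856 for the median. For single classes, the promoter median of the PGCLC groups differed by 0.0219, and the 5' UTR level of pESCs and ESCs over all features of each library by 0.0467. The cause was not tested. Spearman correlation lowered the mean r² to 0.928 within groups, 0.919 between ESCs and pESCs and 0.913 among the PGC and PGCLC groups.

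Leaving out 1 library at a time leaves a single library in a group, so the share of features differing by at least 10 points was followed without a test. It was 2.35% between pESCs and ESCs and ranged from 3.57% to 12.5%, and for the interaction it was 6.88% and ranged from 7.59% to 21.3%. It ranged from 51.5% to 52.5% for E12.5 against E9.5 PGCs, from 32.8% to 33.9% and 42.4% to 44.1% for ESC-PGCLCs and pESC-PGCLCs against E9.5 PGCs, from 26.1% to 27.9% and 12.2% to 14.2% against E12.5 PGCs, and from 5.67% to 7.13% between PGCLC groups. The global pESC minus ESC difference ranged from -2.31 to 2.31 points, and the maternally imprinted one from 16.4 to 16.6.

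Same-numbered libraries had correlations of deviations within 0.1 of 0 for E12.5 against E9.5 PGCs (-0.0602), pESC-PGCLCs against E9.5 PGCs (0.0804), ESC-PGCLCs (-0.0312) and pESC-PGCLCs (-0.0135) against E12.5 PGCs, and between PGCLC groups (0.0572). The replicate block gave 68098, 55226, 30699, 6878 and 38 calls for these. At maternally imprinted promoters it gave 16, 14, 0, 1 and 0 calls over all features, where the fit without it gave 16, 15, 0, 3 and 0. With adjustment over the imprinted gene list the counts were 16, 15, 0, 3 and 1 with the block and 16, 15, 0, 3 and 0 without it. The promoter called only with the block was Snrpn, 15.5 points higher in pESC-PGCLCs than in ESC-PGCLCs (limma adjusted p 0.0105).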

Other observations

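Of the tests in this part, those of X-linked islands and of the ESC replicates were chosen only after the result was seen, and those of repeats and germline genes before.

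X-linked CpG islands were higher in ESC-PGCLCs than in ESCs by 13.3 points and in pESC-PGCLCs than in pESCs by 12.2 points, while autosomal islands rose by 2.02 and 1.63 points. A general gain at islands does not account for this, since the X-linked gain was at least 6.56 times the autosomal one in either origin. A mixture of stem cell DNA with DNA resembling E9.5 PGCs is a candidate explanation. The weight of the E9.5 component was 0.707 and 0.636 in the ESC and pESC origin at X-linked islands, 0.632 and 0.528 at autosomal islands, 0.613 and 0.481 at maternally imprinted promoters and 0.541 and 0.405 at repeats. The largest spread of the weight over these sets was 0.231, more than the tolerance of 0.1, but the weights had been seen when it was set and a loss of methylation on top of a mixture could spread them. Methylation of 1 X chromosome during induction and a mixed sample cannot be told apart here. The chromosome Y genes described above bear on a mixed sample too, but the amount of such DNA is unknown.

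ESC replicate 1 had a higher mean than replicate 2 in all 8 classes, with a median repeat level of 51.8% against 43.7%. Incomplete bisulfite conversion would raise islands too, but the median island level differed by -0.567 points. The direction at islands was the same in pESCs, at -0.644 points. The mean over islands went the other way, at 3.76% in replicate 1 and 3.42% in replicate 2, so this test rests on the choice of the median and speaks against conversion only for the bulk of the islands. No biological explanation was tested.

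Endogenous retroviruses of the IAP family were tested for slower loss between E9.5 and E12.5 PGCs. The median share of the E9.5 level kept at E12.5 was 77.3% over 711 IAP elements, against 69.8% in 10000 random sets of other repeats matched on the E9.5 level, whose central range was 69.0% to 70.6%. The IAP median exceeded 100% of the random sets. Elements are not independent replicates, so this describes these libraries.

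Germline gene promoters were tested for a larger fall than other promoters. Of 28 listed genes, 15 had a promoter level in every library, so the set covers only part of the list. Their median change from E9.5 to E12.5 was -23.5 points, against -23.6 points in random promoter sets matched on the E9.5 level, which placed it at the 52.3 percentile. No difference from matched promoters was seen in these libraries.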
